# *Ngn3* Regulates Differentiation Competence of Retinal Progenitor Cells Through Transcriptional and Epigenetic Modification

**DOI:** 10.3390/ijms27093845

**Published:** 2026-04-26

**Authors:** Canbin Chen, Huilin Liang, Qinghai He, Shuyi Chen

**Keywords:** *Ngn3*, retinal progenitor cell, retinal development, cell fate reprogramming, transcriptome, chromatin accessibility

## Abstract

The retina is a complex sensory neural tissue composed of six major types of neurons and one type of glial cell. The cell fate specification of retinal cells is tightly governed by intrinsic factors and extrinsic microenvironmental cues. Among the key regulators directing retinal cell fate differentiation is a group of bHLH family transcription factors (TFs). Our previous work demonstrated that the bHLH TF *Ngn3* exhibits robust potential to induce retinogenesis in both distantly related fibroblasts in vitro and late retinal progenitor cells (RPCs) in vivo. However, the underlying molecular mechanisms remain largely elusive. In this study, we combined immunohistological examination and RNA-seq and ATAC-seq analyses to investigate the cellular and molecular mechanisms governing *Ngn3*-driven retinogenesis in late RPCs. Our results revealed that *Ngn3* overexpression promotes premature cell cycle exit in late RPCs and remodels their transcriptomic and epigenomic landscape towards a state favoring rod photoreceptor and RGC differentiation. Furthermore, cross-comparison with *Ngn3*-overexpressing fibroblasts in vitro revealed cell-type-specific mechanisms underlying *Ngn3*-mediated neuronal fate reprogramming. These findings advance our understanding of Ngn family-mediated retinal cell fate regulation and provide a mechanistic framework for optimizing *Ngn3*-based retinal regeneration strategies for the treatment of retinal degeneration diseases.

## 1. Introduction

The retina is a complex sensory neural tissue composed of six types of neurons—retinal ganglion cells (RGCs), amacrine cells, bipolar cells, horizontal cells, rod photoreceptors, and cone photoreceptors—and one type of glial cell, Müller cells [1,2]. All these retinal cell lineages are generated by multipotent retinal progenitor cells (RPCs) during development in a sequential yet overlapping manner. Throughout this process, RPCs progressively modulate their differentiation capacity, the so-called ‘competent states’, to generate distinct retinal cell types at different developmental stages. For instance, in mice, early RPCs in embryonic retinas exclusively give rise to early-born retinal cell types, such as RGCs and cones, whereas late RPCs in postnatal retinas only produce late-born retinal lineages, including rod photoreceptors, bipolar cells, and Müller glial cells [3,4,5].

The competent states of RPCs, as well as the fate commitment and differentiation of all retinal cell types, are tightly controlled by intrinsic regulators and extrinsic microenvironmental cues. Among these regulatory factors, transcription factors (TFs)—particularly those belonging to the basic helix–loop–helix (bHLH) family and homeodomain family—play pivotal roles [6,7,8,9]. For example, the homeodomain TF *Pax6* is highly expressed in RPCs and governs their proliferation and multipotency [10]; the bHLH family TF *Atoh7* is expressed in early RPCs and directs their commitment to the RGC differentiation pathway [11,12]; downstream of *Atoh7*, Pou family of homeodomain TFs promote the terminational differentiation and maturation of RGCs [13]; while rod photoreceptor fate specification is strictly controlled by *Otx2* and *Crx* [14,15]. A comprehensive elucidation of the molecular mechanisms by which TFs drive retinal cell fate determination is not only a central question in developmental biology but also a fundamental prerequisite for developing innovative strategies to regenerate retinal neurons for the treatment of retinal degeneration diseases. The Neurogenin (Ngn) family members are potent neurogenic bHLH-domain TFs consisting of three members: *Ngn1*, *Ngn2*, and *Ngn3* [16]. These TFs are widely expressed in the central and peripheral nervous system from the early embryonic stage [17], and play critical roles in directing the fate differentiation of specific neuronal subtypes [16,18,19,20]. In the mammalian retina, only *Ngn2* is endogenously expressed [17], with its expression initiating in RPCs at the earliest stages of retinogenesis and controlling the leading edge of the retinogenesis [21]. In contrast, *Ngn1* and *Ngn3* are not detected in the developing retina [17]. Beyond development, recent studies have demonstrated that overexpression of all three Ngn family members, in combination with other TFs, efficiently induces the transdifferentiation of distantly related fibroblasts into functional neurons [22,23,24]. This highlights the robust neurogenic capacity of Ngn family TFs in direct somatic cell reprogramming and identifies them as ideal candidates for neural fate reprogramming in therapeutic applications.

Inspired by the studies described above, our previous work investigated the ability of Ngn family TFs to reprogram fibroblasts into retinal neurons, revealing that all three members alone can induce RGC-like neuron fate in fibroblasts [25]. Notably, although only *Ngn2* is endogenously expressed and functional in the retina, *Ngn1* and *Ngn3* exhibit stronger RGC fate-inducing activity than *Ngn2* in fibroblast reprogramming. More intriguingly, we found that ectopic expression of *Ngn1* and *Ngn3* in late RPCs alters their differentiation competence: it promotes rod photoreceptor and RGC fates while repressing Müller glial cell and bipolar and amacrine interneuron fates [25]. These observations suggest that Ngn family TFs may serve as in vivo reprogramming tools to regenerate retinal neurons for the treatment of retinal degenerative diseases. Despite these well-established phenotypic observations from our prior study, the underlying genome-wide transcriptional and epigenomic mechanisms whereby Ngns remodel the intrinsic fate potential of late RPCs remain largely uncharacterized. In this study, we integrate immunohistological examination and RNA-seq transcriptomic and ATAC-seq epigenomic analyses to investigate the cellular and molecular mechanisms governing *Ngn*-driven reprogramming of the differentiation competence states in late RPCs. Given the relatively stronger capacity of *Ngn3* in directing retinal neuron fate reprogramming in both in vitro and in vivo systems compared with *Ngn1* and *Ngn2* [25], and to minimize confounding effects from endogenously expressed retinal factors, we focus on *Ngn3* in the present study. The findings of this study will advance our understanding of Ngn family-mediated retinal cell fate regulation and provide a mechanistic framework for optimizing *Ngn3*-based retinal regeneration strategies.

## 2. Results

### 2.1. Ngn3 Drives RPCs to Exit the Cell Cycle

Our previous work demonstrated that *Ngn3* overexpression (*Ngn3*-OE) in late RPCs promotes rod photoreceptor fate differentiation while inhibiting Müller glial cell and bipolar and amacrine interneuron differentiation [25]. To explore the mechanisms by which *Ngn3* modulates retinal cell fate differentiation in late RPCs, we first assessed the proliferation activity of *Ngn3*-OE late RPCs, as progenitor cell differentiation is tightly coupled to proliferation. For this purpose, we performed in vivo electroporation on newborn mouse pups to introduce *Ngn3*-OE plasmids into late RPCs, and collected the retinas at day 2 after electroporation (DAE 2). We then performed Ki67 immunofluorescent staining on the retinal cryosections to evaluate the proliferation status of the retinal cells. The results showed that, in control retinas, 49.73 ± 4.94% of GFP^+^ electroporated RPCs exhibited Ki67 signals, indicating active proliferation (Figure 1A(left),B). In contrast, in *Ngn3*-OE retinas, the proportion of Ki67^+^ actively proliferating cells was significantly reduced to 20.95 ± 3.95% (Figure 1A(right),B). These results demonstrated that *Ngn3*-OE induces premature cell cycle exit in late RPCs.

We next examined whether *Ngn3*-OE affects the survival of late RPCs. To this end, we performed Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay on DAE 2 retinas. Sporadic apoptotic events were observed in the developing retina at this stage; however, GFP-labeled electroporated RPCs rarely underwent apoptosis in the control group (Figure 1C(left),D), and *Ngn3*-OE did not exert a significant effect on the survival of late RPCs (Figure 1C(right),D). These results demonstrated that *Ngn3*-OE does not affect the survival of late RPCs.

### 2.2. Ngn3-OE Profoundly Remodels the Transcriptome of Late RPCs

As a TF, *Ngn3* exerts its cellular functions primarily by regulating the transcription of target genes. To elucidate the molecular mechanisms underlying *Ngn3*-OE-mediated reprogramming of late RPC differentiation competence, we performed RNA-seq on electroporated late RPCs. 

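RNA-seq libraries were prepared from GFP+ cells sorted from retinas that had been electroporated at P1 with a control or an *Ngn3*-OE plasmid and collected at DAE 2, with 3 libraries per group and 100000 sorted cells per library. The authors trimmed the reads with Trimmomatic, aligned them to the mouse genome (mm10, GRCm38) with HISAT2 and counted them per gene with Subread. The deposited values are these raw counts, without normalization, for 43432 genes listed by Ensembl identifier. The control libraries held 29596607, 27841743 and 25899249 counts (replicates 1, 2 and 3), and the *Ngn3*-OE libraries held 27831345, 27142495 and 28063625 counts, so the depths of the 2 groups overlapped. From these counts, genes with too few counts for a test were removed with edgeR's filterByExpr, which left 17568 genes. The libraries were scaled by the trimmed mean of M values (TMM), and the groups were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over these genes. The common biological coefficient of variation was 23.6%. Choices that can move the counts of DEGs are the filter on low counts and the estimate of each gene's variance, since only 3 libraries per group inform it. *Ngn3* is listed as *Neurog3* (ENSMUSG00000044312, chromosome 10, 62133090 to 62134763, plus strand), a protein-coding gene of the basic helix-loop-helix TF family. It had 252116, 112238 and 64075 counts in *Ngn3*-OE replicates 1, 2 and 3, which was 0.906%, 0.414% and 0.228% of all counts in these libraries. In control replicates 1, 2 and 3 it had 152, 2803 and 3203 counts. Its log2 fold change was 6.14 (standard error 1.00, adjusted p = 0.00723 from edgeR's quasi-likelihood test), and it stayed between 5.41 and 6.67 with each library left out in turn. The counts do not separate transcripts of the plasmid from those of the chromosomal gene. *Fam241b*, which overlaps *Neurog3* on the opposite strand, had 297 counts on average. The paralogs *Neurog1* (log2 fold change −0.50, standard error 0.29, adjusted p = 0.416 from the same test) and *Neurog2* (−0.61, standard error 0.15, adjusted p = 0.0444) did not rise with *Neurog3*.

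**Figure D1:**
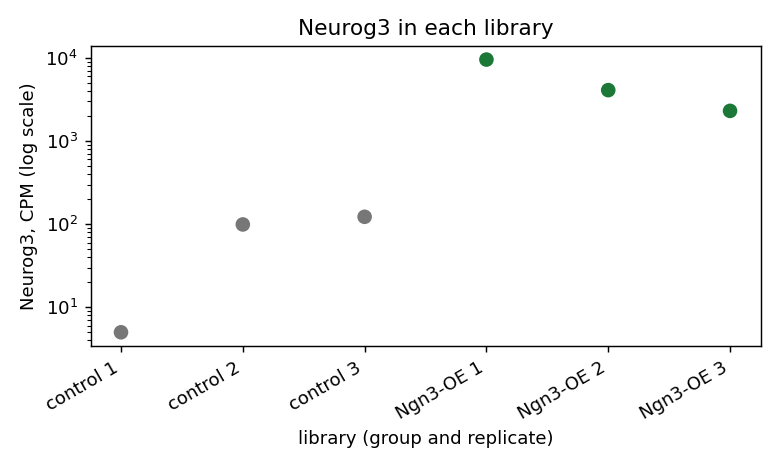
*Neurog3* in each of the 6 libraries, in TMM-normalized CPM, which are counts scaled to a common library size, on a log axis; each point is 1 library, gray for control and green for *Ngn3*-OE. The controls lie at 5.01, 99.3 and 123 CPM and the *Ngn3*-OE libraries at 9540, 4094 and 2305 CPM.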

To this end, we collected GFP-labeled control and *Ngn3*-OE electroporated late RPCs at DAE 2 via fluorescence-activated cell sorting (FACS), and performed RNA-seq analyses. 

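Distances between the 6 libraries were computed as Euclidean distances over the log2 CPM of the 17568 genes, with a prior count of 2. The distance was 103 on average among the 3 pairs of control libraries (from 93.7 to 113), 85.3 among the 3 pairs of *Ngn3*-OE libraries (from 75.9 to 91.7) and 108 among the 9 pairs of a control with an *Ngn3*-OE library (from 78.5 to 132). The ratio of the mean distance between groups to that within groups was 1.15, which was the largest among the 10 ways to split the 6 libraries into 3 and 3 (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Control replicates 1 and 2 were at least 110.5 away from each *Ngn3*-OE library. Control replicate 3 was 87.2 away from the *Ngn3*-OE libraries on average and 97.8 from the other controls, and the library nearest to it was *Ngn3*-OE replicate 3, at 78.5. Pearson correlations of log2 CPM across genes, which are not independent replicates, were 0.979 for this pair and 0.970 and 0.967 for control replicate 3 with control replicates 1 and 2. With complete-linkage clustering into 2 clusters, control replicate 3 fell with the *Ngn3*-OE libraries. Under 1 minus the Spearman correlation, the setting that moved the ratio most (1.56), the 2 clusters were the 2 groups.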

Sample correlation distance analysis revealed close clustering of biological replicates within each experimental group, validating the quality of the RNA-seq data, while control and *Ngn3*-OE samples formed distinct clusters, suggesting that *Ngn3*-OE profoundly altered the transcriptome of late RPCs (Figure 2A). We then performed Differentially Expressed Gene (DEG) analyses to search for genes whose expression changed upon *Ngn3*-OE in late RPCs. The results showed that, at the threshold set at a log_2_ (fold change) ≥ 0.5/≤ −0.5 and an adjusted *p* value ≤ 0.05, 499 genes were upregulated and 810 genes were downregulated in *Ngn3*-OE late RPCs compared with control RPCs (Figure 2B, and Supplementary Material S1). 

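With edgeR's quasi-likelihood test at the same thresholds, 304 genes were upregulated and 598 were downregulated among the 17568 genes tested, of which 297 and 575 were protein-coding. In each of these genes, the 3 *Ngn3*-OE libraries lay on one side of the 3 control libraries; over all tested genes this held for 23.7%, where 10% is given by chance. At an unadjusted p of 0.05 or less, 1494 genes were higher and 1711 lower in *Ngn3*-OE. With DESeq2's size factors and Wald test, the paper's method, 533 genes were upregulated and 835 were downregulated. The alternative that moved the counts most tested each gene against the fold change threshold itself (edgeR's glmTreat), which gave 55 upregulated and 210 downregulated genes. Of the genes in Supplementary Material S1, 1290 were matched by symbol and tested. All 1290 had the same sign of log2 fold change as in that list, and 290 of the upregulated and 580 of the downregulated genes called by edgeR's test were in the paper's lists, with 32 called genes outside them. Of the 13 downregulated genes that shared the smallest adjusted p, *Dusp16*, *Col2a1*, *Kdr*, *S1pr3* and *Adamts1* had the smallest unadjusted p. *Dusp16* (ENSMUSG00000030203, chromosome 6, 134715473 to 134792625) fell from 137 ± 16.7 CPM (SD, n = 3) to 44.9 ± 2.30 CPM (SD, n = 3), a log2 fold change of −1.61 (standard error 0.12, adjusted p = 7.06e-04 from edgeR's quasi-likelihood test). *Kdr* (ENSMUSG00000062960, chromosome 5, 75932827 to 75978458) fell from 643 ± 117 CPM (SD, n = 3) to 196 ± 9.79 CPM (SD, n = 3). The upregulated genes with the smallest adjusted p, after *Sema3g* with a log2 fold change of 4.18, were *Serping1*, *Rbfox3*, *Irf8* and *Nhlh1*. *Sema3g* (ENSMUSG00000021904, chromosome 14, 31217860 to 31230350) rose from 4.88 ± 1.29 CPM (SD, n = 3) to 88.1 ± 44.7 CPM (SD, n = 3). All of these 10 genes stayed past the thresholds with each library left out in turn.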

To examine what cellular processes were most significantly affected by *Ngn3*-OE in late RPCs, we performed gene ontology (GO) term enrichment analyses and gene set enrichment analysis (GSEA) analyses. The results showed that the upregulated gene set was significantly enriched for cellular processes related to neuronal function, such as ‘regulation of membrane potential’, ‘positive regulation of cell projection organization’, and ‘vesicle-mediated transport in synapse’ (Figure 2C,E). In addition, inspecting specific genes key to the cell fate development of retinal cells showed that several key rod photoreceptor fate determination TFs and functional genes, such as *Rho*, *Nrl*, *Crx*, and *Nr2e3*, and several key TFs involved in RGC fate development TFs, such as *Atoh7* and *Pou4f2* were upregulated in *Ngn3*-OE late RPCs (Figure 2G). These findings were consistent with the promotion of rod photoreceptor and RGC lineages observed at DAE 14 in our previous study [25], indicating that the early transcriptomic changes at DAE 2 are associated with subsequent cell fate commitment. 

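GO term lists were not used here; gene families fixed by symbol prefix before the data were examined stood in for these processes. They were tested with limma's camera function on the edgeR fit, with a fixed inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 19 sets. Among 156 tested genes of ion channel families, whose products set the membrane potential, the median log2 fold change was 0.30 (adjusted p = 3.31e-05 from camera); 107 of them had a positive log2 fold change, and 14 were upregulated and 2 downregulated at the DEG thresholds. *Grin2c* had the highest log2 fold change of these 14 (3.13, standard error 0.45, adjusted p = 0.00458 from edgeR's quasi-likelihood test). Among 82 genes of synaptic vesicle families, the median was 0.22 (adjusted p = 2.55e-04 from camera), and 6 were upregulated, with *Syt13* highest at 3.52, and 1 was downregulated. Among 81 genes of axon guidance families, the median was 0.036 (adjusted p = 0.598 from camera), and 7 were upregulated and 7 downregulated. The share of upregulated genes in this set was higher than among the other tested genes (one-sided Fisher's exact test, adjusted p = 0.00174 over both directions of 19 sets). For the share of downregulated genes, the adjusted p from the same test was 0.0514. The mean of the ion channel set, relative to the controls, lay between 0.23 and 0.32 on the log2 scale in the *Ngn3*-OE libraries and between −0.20 and 0.19 in the control libraries; the groups did not overlap (exact permutation test, p = 0.1, the smallest p possible). With the inter-gene correlation estimated from the data in place of 0.01, the setting that moved these tests most, the adjusted p was 0.165 for the ion channel and 0.239 for the synaptic vesicle families. With the fixed correlation, between 3 and 12 of the 19 sets also passed when the 6 libraries were split into 3 and 3 in other ways.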

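*Nrl* (ENSMUSG00000040632, chromosome 14, 55518978 to 55524981) was at 466 ± 130 CPM (SD, n = 3) in control and 663 ± 129 CPM (SD, n = 3) in *Ngn3*-OE libraries, a log2 fold change of 0.51 (standard error 0.19, adjusted p = 0.184 from edgeR's quasi-likelihood test). *Crx* (log2 fold change 0.30, standard error 0.14, adjusted p = 0.294) and *Nr2e3* (0.47, standard error 0.29, adjusted p = 0.453) also had positive log2 fold changes, and in each of these genes the values of the groups overlapped. *Nrl* passed the DEG thresholds with DESeq2 (adjusted p = 0.0475) and without the filter on low counts. It fell short of them with DESeq2 on genes with at least 5 summed counts (adjusted p = 0.0524), a setting chosen after seeing the values. Among 28 rod photoreceptor genes fixed before the data were examined, 26 had a positive log2 fold change and none was past the DEG thresholds (6 were higher at an unadjusted p of 0.05 or less); the median was 0.41 (adjusted p = 2.55e-04 from camera). The mean of this set, relative to the controls, was −0.082, 0.36 and 0.78 on the log2 scale in *Ngn3*-OE replicates 1, 2 and 3 and −0.15, −0.23 and 0.37 in control replicates 1, 2 and 3, so that the difference of 0.35 was within the spread between libraries (exact permutation test, two-sided p = 0.3). *Atoh7* (ENSMUSG00000036816, chromosome 10, 63100156 to 63100605) was at 17.7 ± 5.52 CPM (SD, n = 3) in control and 33.6 ± 13.7 CPM (SD, n = 3) in *Ngn3*-OE libraries, a log2 fold change of 0.93 (standard error 0.31, adjusted p = 0.138; 0.0155 with DESeq2). *Pou4f2* (ENSMUSG00000031688, chromosome 8, 78433010 to 78436645) had 4, 17 and 4 counts in the control and 51, 31 and 23 counts in the *Ngn3*-OE libraries (log2 fold change 2.11, standard error 0.75, adjusted p = 0.158; 0.0837 with DESeq2). Of 22 RGC genes tested, 19 had a positive log2 fold change, with a median of 0.78 (adjusted p = 6.82e-09 from camera). *Cntn2*, *Isl1*, *Gap43*, *Stmn2*, *Elavl4* and *Dcx* were upregulated at the DEG thresholds. *Isl1* fell short of them with limma voom and with the replicate number as a block. It was past them in 1 of the 6 fits that left out a library. The mean of the RGC set was at least 0.51 in each *Ngn3*-OE library and at most 0.082 in each control library. Of the upregulated genes in this set, *Isl1* is also in the bipolar cell set and *Cntn2* in the axon guidance families. The rise of the set could reflect neuronal differentiation in general rather than RGC fate, and no test here separates these. Of the 42 genes shown in Figure 2G, 23 had an adjusted p of 0.05 or less over all genes tested and 31 when adjusted over the 42 genes alone; the list holds genes the paper chose from these same data.

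**Figure D2:**
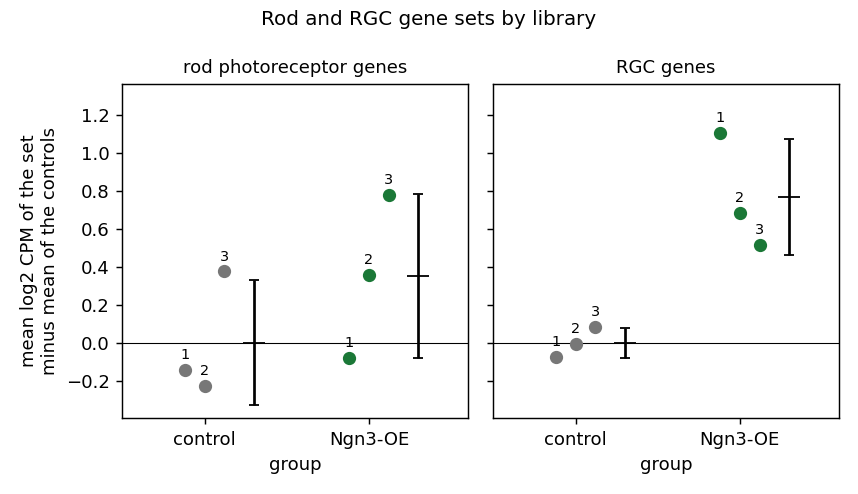
Mean log2 CPM of the rod photoreceptor and RGC gene sets in each library, minus the mean of the controls; numbered points are replicates, gray for control and green for *Ngn3*-OE, and bars give the group mean ± SD (n = 3). The rod set overlaps between groups, with control replicate 3 at 0.37 and *Ngn3*-OE replicate 1 at −0.082, while the RGC set does not.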

On the other hand, the downregulated gene set was highly enriched for cell cycle progression processes, such as ‘chromosome segregation’, ‘nuclear division’, and ‘DNA replication’ (Figure 2D,F). This enrichment directly reinforces the premature cell cycle exit phenotype observed above (Figure 1). 

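Of 54 G2/M phase genes, all 54 had a negative log2 fold change, with a median of −1.41, and 40 were downregulated at the DEG thresholds (adjusted p = 4.59e-45 from camera). Among 43 S phase genes, the median was −0.94 and 26 were downregulated (adjusted p = 5.68e-27 from camera). Among the symbol families, 33 of 63 chromosome segregation genes (median −1.39) and 19 of 54 DNA replication genes (median −0.61) were downregulated, and no gene of these 4 sets was upregulated. *Mki67* (ENSMUSG00000031004, chromosome 7, 135689788 to 135716379), which encodes the Ki67 antigen, fell from 488 ± 185 CPM (SD, n = 3) to 141 ± 31.6 CPM (SD, n = 3), a log2 fold change of −1.79 (standard error 0.26, adjusted p = 0.00512 from edgeR's quasi-likelihood test). *Ccnd1* (ENSMUSG00000070348, chromosome 7, 144929931 to 144939869) fell from 994 ± 360 CPM (SD, n = 3) to 257 ± 26.4 CPM (SD, n = 3), a log2 fold change of −1.95 (standard error 0.23, adjusted p = 0.00168). *Rbl1* (−1.05) and *Cdk2* (−0.93) were also downregulated, *Cdk2* in 1 of the 6 fits that left out a library, whereas *Cdc25b* (−0.96, standard error 0.27, adjusted p = 0.0735), which overlaps *Spef1* on the opposite strand, was past the thresholds without the filter on low counts. The control libraries differed among themselves: relative to their mean, the G2/M set was at 0.12, 0.52 and −0.64 on the log2 scale in control replicates 1, 2 and 3. The *Ngn3*-OE libraries lay between −1.39 and −1.07, below each control (exact permutation test, p = 0.1, the smallest p possible). With each library left out in turn, the median of the G2/M set kept its sign and its side of the threshold. When the inter-gene correlation was estimated, at 0.841 for the G2/M set, its adjusted p was 0.165. From the enrichment for cell cycle processes, the paper reasons that the downregulated genes reinforce the premature cell cycle exit it observed by Ki67 staining (Figure 1).

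**Figure D3:**
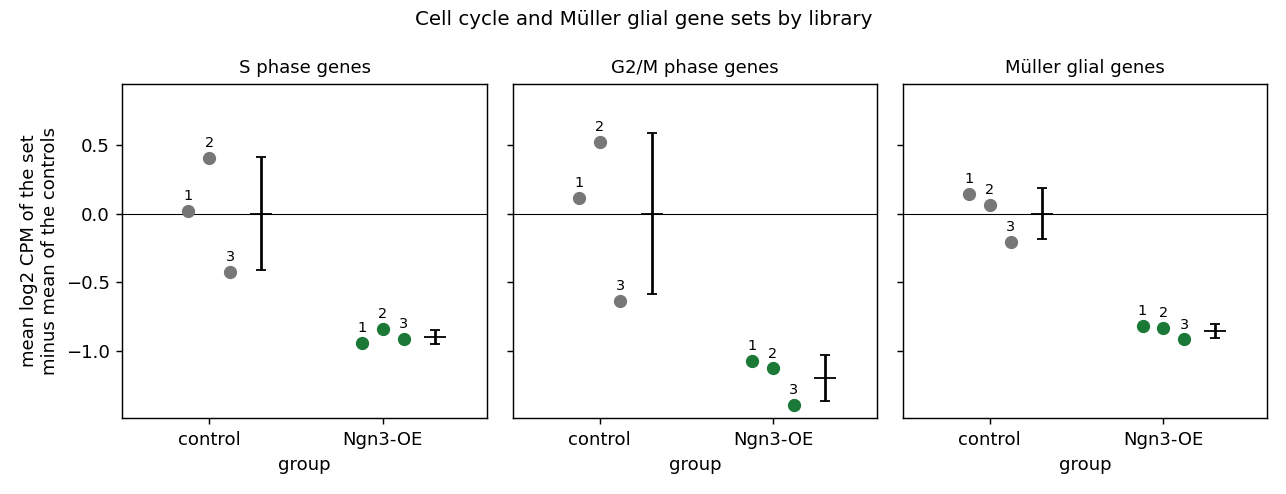
Mean log2 CPM of the S phase, G2/M phase and Müller glial gene sets in each library, minus the mean of the controls; numbered points are replicates, gray for control and green for *Ngn3*-OE, and bars give the group mean ± SD (n = 3). In each set the 3 *Ngn3*-OE libraries lie below the 3 controls, and control replicate 3 is the lowest control.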

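*Rlbp1* (ENSMUSG00000039194, chromosome 7, 79374871 to 79387027), which encodes a retinaldehyde-binding protein, fell from 57.3 ± 10.6 CPM (SD, n = 3) in control to 16.4 ± 2.22 CPM (SD, n = 3) in *Ngn3*-OE libraries, a log2 fold change of −1.81 (standard error 0.17, adjusted p = 7.24e-04 from edgeR's quasi-likelihood test). *Slc1a3* (ENSMUSG00000005360, chromosome 15, 8634124 to 8710764), which encodes a glutamate transporter, fell from 223 ± 52.0 CPM (SD, n = 3) to 74.0 ± 3.08 CPM (SD, n = 3), a log2 fold change of −1.59 (standard error 0.16, adjusted p = 8.96e-04). Both differences exceeded the spread between replicates, and with each library left out in turn the log2 fold change stayed between −1.94 and −1.69 for *Rlbp1* and between −1.77 and −1.49 for *Slc1a3*. Of 24 Müller glial genes tested, 23 had a negative log2 fold change, with a median of −0.70 (adjusted p = 1.94e-27 from camera), and 13 were downregulated at the DEG thresholds. *Kcnj10* (−2.03) and *Crym* (−2.01) had the lowest log2 fold changes of these 13, which also held *Glul*, *Hes1*, *Sox2* and *Sox9*, genes that progenitor cells express as well. The mean of the set lay between −0.92 and −0.82 on the log2 scale in the *Ngn3*-OE libraries. In the controls it lay between −0.21 and 0.14. A smaller share of progenitors could also lower genes of this set, and no test here separates that from repression of a glial program.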

Additionally, key Müller glial cell functional marker genes, such as *Rlbp1* and *Slc1a3*, were downregulated in *Ngn3*-OE late RPCs, which is consistent with the repressed Müller fate observed at DAE 14 in our previous study [25].

Collectively, RNA-seq analyses demonstrated that *Ngn3*-OE induces extensive transcriptomic remodeling in late RPCs, which is correlated with the observed premature cell cycle exit and altered retinal cell differentiation competence.

### 2.3. Ngn3 Reprograms Distinct Somatic Cell Types via Divergent Molecular Pathways with a Conserved Neurogenic Core

Our previous work showed that *Ngn3* potently reprograms distantly related mouse embryonic fibroblasts (MEFs) into RGC-like neurons in vitro, with RNA-seq performed on *Ngn3*-OE MEFs at 1 day post-overexpression to elucidate the underlying mechanisms [25]. This provided a unique opportunity to compare *Ngn3* function in in vivo late RPC reprogramming and in vitro fibroblast reprogramming. Cross-comparison of DEGs between the two cell types revealed a striking cell-type specificity of *Ngn3*-mediated reprogramming pathways, alongside a conserved core neurogenic program. Specifically, among the upregulated genes, only 144 genes were commonly upregulated in both late RPCs and MEFs upon *Ngn3*-OE, whereas 355 genes were uniquely upregulated in late RPCs, and 814 genes were uniquely upregulated in MEFs upon *Ngn3*-OE (Figure 3A). For downregulated genes, merely 90 genes were commonly downregulated in both late RPCs and MEFs upon *Ngn3*-OE, whereas 720 genes were uniquely downregulated in late RPCs and 856 genes uniquely downregulated in MEFs upon *Ngn3*-OE (Figure 3B). These results suggest that *Ngn3* regulates largely distinct gene sets depending on the cellular context in which it is overexpressed. GO term enrichment analyses showed that: the commonly upregulated genes were enriched for cellular processes such as ‘forebrain development’ and ‘synapse assembly’, consistent with the potent neurogenic activity of *Ngn3* across different cell types (Figure 3C); genes uniquely upregulated in late RPCs upon *Ngn3*-OE were further significantly enriched for processes related to neuronal function (Figure 3D), suggesting that the cellular environment in late RPCs was more permissive for the neurogenic function of *Ngn3*; in contrast, genes uniquely upregulated in MEFs upon *Ngn3*-OE were enriched for non-neurogenic pathways such as ‘hormone secretion’ and ‘insulin secretion’, unrelated to neurogenesis and neuronal function (Figure 3E), suggesting that MEFs exhibited multiple potential cell fate options in response to *Ngn3*-OE and required more extensive reprogramming to adopt a neuronal fate. 

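In late RPCs, 57 genes of TGF-β superfamily signaling families (ligands, receptors, SMADs, ID proteins and extracellular regulators, by symbol prefix) were tested; the libraries of MEFs were not analysed here. Of these genes, 7 were downregulated at the DEG thresholds and 1, *Inhbb* (log2 fold change 0.55), was upregulated. The downregulated genes were *Gdf6* (−2.20), *Chrdl1* (−1.99), *Ltbp4* (−1.24), *Id3* (−1.21), *Smad3* (−1.06), *Id2* (−1.04) and *Ltbp1* (−0.80), in log2 fold change. *Smad3* had a standard error of 0.13 and an adjusted p of 0.00243 from edgeR's quasi-likelihood test. The share of downregulated genes in this set was higher than among the other tested genes (one-sided Fisher's exact test, adjusted p = 0.00903 over both directions of 19 sets), but the set as a whole did not shift: 32 of its genes had a positive and 25 a negative log2 fold change, with a median of 0.074 (adjusted p = 0.34 from camera).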

For downregulated genes, the commonly repressed gene set was significantly enriched for cellular process related to TGF-β and BMP signaling pathways (Figure 3F), suggesting that *Ngn3* universally repressed TGF-β superfamily signaling across cell types; genes uniquely downregulated in late RPCs upon *Ngn3*-OE were specifically enriched for processes related to cell cycle progression (Figure 3G), consistent with the strong premature cell cycle exit phenotype observed for *Ngn3*-OE late RPCs (Figure 1), whereas genes uniquely downregulated in MEFs upon *Ngn3*-OE were significantly enriched for cellular processes associated with the mesoderm identity of MEFs, such as ‘muscle system process’ and ‘connective tissue development’ (Figure 3H), suggesting that *Ngn3*-OE significantly repressed the mesoderm identity of MEFs to initiate neuronal reprogramming.

Together, these comparative RNA-seq analyses revealed both conserved and cell-type-specific molecular mechanisms underlying *Ngn3*-driven neuronal fate reprogramming, highlighting the critical impact of the endogenous cellular context on the efficiency and outcome of TF-mediated reprogramming.

### 2.4. Ngn3-OE Alters the Chromatin Accessibility Landscape of Late RPCs

TFs often cooperate with epigenetic regulatory factors to modulate gene expression via epigenetic remodeling. To investigate how *Ngn3*-OE reshaped the epigenetic landscape of late RPCs, we performed ATAC-seq on control and *Ngn3*-OE late RPCs at DAE 2. To this end, we collected GFP-labeled control and *Ngn3*-OE electroporated late RPCs at DAE 2 via FACS and performed ATAC-seq analyses. Calculation of the Fraction of Reads in Peaks (FRiP) showed FRiP scores of 40.73% and 44.02% for the control and *Ngn3*-OE samples, respectively, indicating the high quality of our ATAC-seq dataset. Peak calling identified 128,805 accessible chromatin peaks in control late RPCs (Figure 4A, and Supplementary Material S2). Annotation of the peaks revealed that accessible genomic regions in control late RPCs were predominantly localized to promoter regions and putative distal intergenic and intronic enhancer regions (Figure 4B). GO term enrichment analyses of genes associated with these accessible regions showed significant enrichment for retinal development and function-related processes, such as ‘regulation of neurogenesis’, ‘eye development’, and ‘regulation of synapse organization’ (Figure 4C), consistent with the neural progenitor identity and endogenous developmental potential of late RPCs. For *Ngn3*-OE late RPCs, we identified 136,708 accessible chromatin peaks (Figure 4D, and Supplementary Material S2). Accessible genomic regions in *Ngn3*-OE late RPCs were also predominantly localized to promoter regions and putative distal intergenic and intronic enhancer regions (Figure 4E), and were also enriched for genes involved in retinal development and function (Figure 4F).

We next compared the chromatin accessibility between *Ngn3*-OE and control RPCs to identify differential accessible regions (DARs) induced by *Ngn3*-OE. This analysis identified 2333 genomic regions that gained accessibility and 5842 genomic regions that lost accessibility upon *Ngn3*-OE in late RPCs (Figure 4G–I, and Supplementary Material S2). Annotation of gained and lost genomic regions in *Ngn3*-OE late RPCs revealed that these regions were significantly enriched in putative distal intergenic and intronic enhancer regions, with much smaller proportion localized to promoter regions (Figure 4J,K). This finding suggests that *Ngn3* primarily exerts its epigenetic regulatory effects on enhancers. Next, we searched for consensus DNA sequence motif among DARs upon *Ngn3*-OE in late RPCs. The results revealed that the most prominently enriched consensus DNA motif in genomic regions gained accessibility upon *Ngn3*-OE were 5′-RCCATCTGBY-3′ E-box type motif (Figure 4L), which was identical to the canonical NGN3-binding motif identified by CUT&RUN profiling in pancreatic endocrine progenitor cells [26]. This finding suggests that NGN3 binds directly to its cognate E-box motifs to open chromatin in late RPCs to establish a neurogenically permissive epigenetic landscape. In contrast, the most enriched motifs in genomic regions lost accessibility upon *Ngn3*-OE were those recognized by SOX family homeodomain TFs (Figure 4M), implying that NGN3 indirectly represses chromatin accessibility at these loci via modulation of SOX family TF activity or expression.

### 2.5. Ngn3 Regulates Gene Expression via a Bifurcated Epigenetic Strategy in Late RPCs

Finally, we investigated the link between *Ngn3*-induced epigenetic remodeling and transcriptomic changes to elucidate the epigenetic regulation of gene transcription upon *Ngn3*-OE in late RPCs. Given that chromatin accessibility is typically positively correlated with transcriptional upregulation, we intersected the list of upregulated genes from RNA-seq with genes associated with gained accessible genomic regions from ATAC-seq. Notably, only a small subset of upregulated genes was associated with increased chromatin accessibility (Figure 5A,C,D), suggesting that *Ngn3* promotes gene transcription in late RPCs without altering chromatin accessibility. By contrast, a much larger proportion of downregulated genes was associated with reduced chromatin accessibility (Figure 5B–D), suggesting that chromatin remodeling is a major mechanism underlying *Ngn3*-mediated gene repression in late RPCs. These results revealed a bifurcated epigenetic regulatory strategy employed by *Ngn3* in promoting and repressing gene expression in late RPCs. GO term enrichment analyses of those genes that were upregulated in *Ngn3*-OE late RPCs and exhibited increased chromatin accessibility were enriched for cellular processes related to neuronal function (Figure 5E), consistent with neurogenic TF character of Ngn family TFs. The downregulated genes that were associated with decreased chromatin accessibility were prominently associated with gliogenesis (Figure 5F), which aligns with the robust repression of Müller glial fate in *Ngn3*-OE late RPCs observed in our previous study [25]. This finding highlights that Ngn3-mediated epigenetic repression via chromatin closure is a key and stable mechanism for inhibiting glial fate in late RPCs. Collectively, these analyses establish a clear epigenetic basis for *Ngn3*-mediated transcriptomic remodeling and differentiation competence reprogramming in late RPCs.

## 3. Discussion

Thorough understanding of the molecular mechanisms governing retinal cell fate development is not only a central question in theoretical biology, but also the foundation for developing innovative biomedical strategies to address the therapeutic challenges faced by ophthalmologists treating retinal degenerative diseases. Accumulating evidence has highlighted the key roles of bHLH family TFs in driving retinal neuronal fate commitment [6]. Among these, *Ngn2* is one of the earliest expressed neurogenic bHLH TFs and orchestrates the leading edge of retinal neuron differentiation [21]. Beyond development and retinas, Ngn family TFs have been shown to possess potent neurogenic capacity in inducing neuronal fate conversion of distantly related somatic cells via direct somatic cell reprogramming [23]. To explore the retinogenic potential of Ngn family TFs, we previously tested the effects of *Ngn1/2/3* overexpression in in vitro cultured MEFs and in vivo electroporated RPCs. This study demonstrated that Ngn family TFs exert robust retinal neuron fate-inducing effects on both lineage-related RPCs and distantly related MEFs. However, the underlying molecular mechanisms, particularly in the in vivo retinal context, remain largely unexplored. In this study, we combined immunohistological examination, RNA-seq and ATAC-seq to dissect the cellular and molecular mechanisms underlying *Ngn3*-mediated reprogramming of the retinogenic competence of late RPCs. Our immunohistological analyses of DAE 2 retinas revealed that *Ngn3*-OE drove late RPCs to undergo premature cell cycle exit. Transcriptomic profiling by RNA-seq demonstrated that *Ngn3*-OE significantly altered the transcriptome of late RPCs, and identified the key molecular mediators underlying the neurogenic and cell cycle exit effects of *Ngn3*-OE in these cells. ATAC-seq analyses uncovered that *Ngn3* regulates gene expression through both epigenetic remodeling-dependent and -independent strategies. Collectively, these findings fill the knowledge gap in Ngn family-mediated retinal cell fate regulation and provide mechanistic insights to optimize Ngn-based in vivo retinal regeneration strategies.

During neurogenesis, cell differentiation and cell cycle progression are tightly coupled, in that a neural progenitor cell must first exit the cell cycle before its terminal differentiation. Consistent with the potent neurogenic activity of Ngn family TFs, in the retina, *Ngn2* expression in early RPCs drives these progenitors to exit the cell cycle and differentiate into RGCs—a process that shapes the formation and movement of the leading front of retinogenesis in the embryonic retina [21]. In this study, we found that *Ngn3*-OE in late RPCs similarly promoted cell cycle exit, despite *Ngn3* not being an endogenously expressed retinogenic TF in the retina. This *Ngn3*-induced premature cell cycle exit likely disrupts the endogenous developmental clock that links proliferation status to lineage bias, which might contribute to the elevated rod-genesis phenotype observed at DAE 14 since postnatal day 3 (DAE 2) represents the peak time of rod neurogenesis. Furthermore, although RNA-seq was performed at DAE 2—well before overt cell fate differentiation phenotypes are detectable—key regulatory and marker genes for the promoted retinal cell fates (e.g., rods and RGCs) and repressed fates (e.g., Müller glia, bipolar cells, and amacrine cells) already exhibited significant transcriptional alterations. This observation suggests that *Ngn3*-induced transcriptomic remodeling is a causal driver of retinal fate reprogramming, rather than a downstream consequence of cell fate commitment. This positions *Ngn3* as a potent regulator that can shift the balance of late RPC fate specification toward therapeutically relevant rod and RGC lineages—two cell types most commonly lost in retinal degenerative diseases such as age-related macular degeneration and glaucoma.

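For the bipolar cell genes, 16 were tested in the DAE 2 libraries, and the set did not shift in one direction, with a median log2 fold change of 0.37 (adjusted p = 0.666 from camera). *Irx6* (−2.0, standard error 0.32, adjusted p = 0.00721 from edgeR's quasi-likelihood test) and *Irx5* (−1.60, standard error 0.16, adjusted p = 8.44e-04) were downregulated, while *Isl1* (1.59) and *Prdm8* (0.65) were upregulated. *Isl1* is also expressed by RGCs, and it was called in 1 of the 6 fits that left out a library. Of 17 amacrine cell genes, 11 had a negative log2 fold change, with a median of −0.065 (adjusted p = 0.483 from camera). *Calb2* (−0.94, standard error 0.24, adjusted p = 0.0469 from edgeR's quasi-likelihood test) and *Prdm13* (−0.53, standard error 0.10, adjusted p = 0.0165) were downregulated and *Neurod2* (1.72) was upregulated. The mean of neither set separated the groups (exact permutation tests, two-sided p = 0.4 for the bipolar and 0.7 for the amacrine set, n = 3 each).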

Motif enrichment analyses of chromatin regions with gained accessibility in *Ngn3*-OE late RPCs identified the canonical NGN3-binding E-box motif (5′-RCCATCTGBY-3′) as the most significantly enriched sequence, suggesting that NGN3 may function as a pioneer TF in late RPCs: it directly binds to its cognate motifs to open closed chromatin and establish a pro-retinogenic epigenetic landscape. In contrast, chromatin regions with lost accessibility in *Ngn3*-OE late RPCs were enriched for SOX family TF-binding motifs, pointing to an indirect epigenetic mechanism: *Ngn3* likely represses the expression or activity of Sox family TFs, leading to chromatin closure at their target loci. Sox TFs (e.g., *Sox2*, *Sox9*) are core regulators of RPC proliferation and Müller glial fate development; thus, their indirect repression by *Ngn3* likely contributes to both the premature cell cycle exit phenotype and repression of Müller glial differentiation in late RPCs. On the other hand, integrated analysis of RNA-seq and ATAC-seq data revealed that only a small subset (~12.6%) of upregulated genes is associated with gained chromatin accessibility, whereas a much larger proportion (~38.9%) of downregulated genes links to lost accessibility. This finding is consistent with the neurogenically permissive state of late RPCs, eliminating the need for *Ngn3* to induce *de novo* chromatin opening. For gene repression, however, *Ngn3* relies more on chromatin closure to achieve stable and heritable silencing of non-target fate programs—including cell cycle progression and gliogenesis. Future studies employing techniques such as CUT&RUN or ChIP-seq to characterize NGN3-binding sites in late RPCs would provide further mechanistic insights into how *Ngn3*-OE rewires the differentiation competence of these cells.

A key mechanistic insight from this study is the cell-type specificity of *Ngn3*-mediated reprogramming revealed by cross-comparison of DEGs induced by *Ngn3*-OE in late RPCs and MEFs. While only 144 upregulated and 90 downregulated genes were shared between the two cell types, the conserved core program points to a universal neurogenic mechanism of *Ngn3*: shared upregulated genes were enriched for forebrain development and synapse assembly, and shared downregulated genes targeted the TGF-β/BMP signaling pathways. TGF-β/BMP signaling is a well-characterized negative regulator of neurogenesis, and its universal repression by *Ngn3* across both neural progenitors and somatic cells identifies this pathway as a potential core mediator of *Ngn3*’s neurogenic activity. In contrast, the cell-type-specific DEGs reflect the intrinsic differences between late RPCs and MEFs. Late RPCs exhibited unique downregulation of cell cycle progression genes—supporting the premature cell cycle exit phenotype—and unique upregulation of neuronal function-related genes, reflecting a chromatin and transcriptomic landscape that is inherently conducive to *Ngn3*’s retinogenic activity. MEFs, by contrast, displayed unique downregulation of mesodermal identity genes and unique upregulation of non-neurogenic genes, reflecting the need for *Ngn3* to first erase somatic cell identity and the presence of alternative fate potentials in these cells.

In conclusion, this study elucidated the in vivo cellular and molecular mechanisms underlying *Ngn3*-mediated reprogramming of the retinogenic competence of late RPCs. These findings advance our understanding of Ngn family-mediated retinal cell fate regulation and provide a mechanistic framework for optimizing *Ngn3*-based in vivo retinal regeneration strategies for the treatment of retinal degenerative diseases.

## 4. Materials and Methods

### 4.1. Retinal In Vivo Electroporation (IVE)

All animal studies were performed in accordance with the protocol approved by the Institutional Animal Care and Use Committee of Zhongshan Ophthalmic Center (Z2023035). Retinal injection and electroporation were performed on postnatal day 1 (P1) mouse pups following a published protocol [27]. Briefly, P1 pups were anesthetized via hypothermia by placement on ice for 3 min. The palpebral fissure was gently opened using a 1 mL syringe needle (Winner Medical, Hunan, China), and a small incision was made in the sclera near the corneal-scleral limbus using an insulin needle. Under a Leica M620 F20 stereomicroscope (Leica Biosystems, Nussloch, Germany), 5 μL of purified plasmid DNA (2–5 μg/μL in 1 × PBS) was delivered into the subretinal space using a Hamilton syringe equipped with a 32-gauge blunt-ended needle (Hamilton, Bonaduz, Switzerland). Immediately following injection, tweezer-type electrodes (dipped in 1 × PBS) were placed to strictly encompass the head, with the anode positioned over the injected eye. Five square-wave pulses (80 V; 50 ms duration; 950 ms interval) were applied using a Gemini X2 pulse generator (BTX, Holliston, MA, USA). After the procedure, pups were placed on a warming pad for rewarming and were returned to their mothers once they regained steady physical activity.

### 4.2. Immunohistochemistry and Image Acquisition

Mouse pups were anesthetized via hypothermia on ice at day 2 after electroporation (DAE 2), and the eyes were carefully collected. The harvested eyes were fixed in 4% paraformaldehyde (PFA) at room temperature for 30 min. For cryoprotection, the samples were dehydrated in a graded sucrose series (15% and 30% *w*/*v* in 1 × PBS) until fully equilibrated. Tissues were then embedded in Tissue-Tek O.C.T. compound (Sakura Finetek, Torrance, CA, USA) and cut into 10 μm sections using a Leica CM1950 cryostat microtome (Leica Biosystems, Nussloch, Germany). For immunofluorescence analysis, heat antigen retrieval was performed by incubating the sections in citrate buffer (pH 6.0) at 95 °C for 30 min. After cooling to room temperature, sections were blocked and incubated with primary antibodies diluted in PBST (1 × PBS with 0.1% Triton X-100(Sigma-Aldrich, St. Louis, MO, USA)) supplemented with 5% fetal bovine serum (FBS) overnight at 4 °C. To identify proliferating late retinal progenitor cells (RPCs), a rabbit anti-Ki67 primary antibody (Abcam, Cambridge, UK; ab15580) was employed. Following three washes with PBST, sections were incubated with appropriate fluorophore-conjugated secondary antibodies for 1 h at room temperature. Nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI). Finally, the slides were mounted with cover glasses using VECTASHIELD mounting medium (Vector Labs, Newark, CA, USA). Immunofluorescence images were acquired using a confocal microscope (Zeiss LSM 980; Carl Zeiss Microscopy GmbH, Jena, Germany) and analyzed via imageJ woftware (version 1.53f) [28].

### 4.3. TUNEL Assay

To detect apoptotic cells, Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining was performed on cryosections. Briefly, the TUNEL reaction was prepared by mixing TdT enzyme and fluorescence labeling solution at a 1:9 ratio (*v*/*v*). After washing, cryosections were incubated with the TUNEL reaction mixture for 1 h at 37 °C in the dark. After washing slides were mounted using an anti-fluorescence quenching medium and stored at −20 °C. TUNEL images were acquired using a confocal microscope (Zeiss LSM 980; Carl Zeiss Microscopy GmbH, Jena, Germany) and analyzed via imageJ software (version 1.53f) [28].

### 4.4. Statistical Analysis for Immunofluorescence and TUNEL Analyses

The data of immunofluorescence and TUNEL analyses were performed in at least three independent biological replicates. Data are expressed as mean ± SD, and statistical significance was determined using two-tailed Student’s *t*-tests. A *p*-value threshold of less than 0.05 was defined as statistically significant.

### 4.5. Fluorescence-Activated Cell Sorting (FACS)

For fluorescence-activated cell sorting (FACS), retinas were harvested from pups at DAE 2. Tissues were dissociated into single-cell suspensions using Papain (Worthington Biochemical Corp., Lakewood, NJ, USA) and resuspended in 1 × PBS supplemented with 0.04% bovine serum albumin (BSA). GFP^+^ populations were subsequently isolated using a BD FACSAria Fusioncell sorter (Becton, Dickinson and Company, Franklin Lakes, NJ, USA).

### 4.6. RNA-Seq

Sorted GFP^+^ cells (100,000 cells per replicate) were harvested by centrifugation and resuspended in 200 μL of TRIzol reagent (Beyotime, Shanghai, China), with the volume adjusted according to the retinal cell input. Total RNA was extracted following the manufacturer’s instructions. Sequencing libraries were constructed using the NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA) according to the recommended protocol. The resulting libraries were sequenced on the Illumina NovaSeq X platform to generate 150 bp paired-end reads. The raw sequencing data were processed using Trimmomatic (version 0.39)to remove adapter sequences and filter out low-quality bases, yielding high-quality clean reads. These reads were then mapped to the mouse reference genome (mm10) using HISAT2 (version 2.2.0). Gene-level quantification was performed using Subread (version 2.0.1) to generate raw read counts. Differential expression analysis was conducted using the DESeq2 R package, using a negative binomial model and Wald test for two-group comparisons. Multiple testing correction was conducted using the default Benjamini–Hochberg procedure to control the false discovery rate (FDR). Differentially expressed genes (DEGs) were identified based on a significance threshold of adjusted *p*-value ≤ 0.05 and a log_2_ (fold change) ≥ 0.5/≤ −0.5. Functional annotation and Gene Ontology (GO) enrichment analysis were performed using the clusterProfiler R package. For RNA-seq analysis, three independent biological replicates were performed for both *Ngn3*-OE and control groups.

### 4.7. Assay for Transposases-Accessible Chromatin Using Sequencing (ATAC-Seq)

ATAC-seq libraries were constructed from 5 × 10^4^ FACS-isolated cells per sample using the Hyperactive ATAC-Seq Library Prep Kit for Illumina (TD711; Vazyme, Nanjing, China), following the manufacturer’s instructions. Briefly, nuclei were isolated using a chilled lysis buffer, subjected to Tn5-mediated transposition at 37 °C for 30 min, and purified using VAHTS DNA clean beads. After PCR amplification and indexing, libraries were sequenced on an Illumina NovaSeq X platform (150 bp paired-end). For data analysis, raw reads were trimmed using Trimmomatic and aligned to the mm10 genome via Bowtie2. After removing duplicates (Picard, version 2.20.4), mitochondrial reads (SAMtools, version 1.6), and ENCODE blacklisted regions (bedtools, version 2.30.0), fragments ≤120 bp were extracted. Reads were shifted (+4/−5 bp) using deepTools (version 3.1.3) to account for Tn5 duplication prior to peak calling with MACS2 (version 2.2.4) (q < 0.05). Differentially accessible regions (DARs) were identified using DiffBind (version 3.18.0) combined with DESeq2 with a threshold of log_2_(fold change) > 1 and *p*-value < 0.05. Motif enrichment analysis was performed using HOMER (version 4.11). Fraction of Reads in Peaks(FRiP) was calculated as the ratio of reads mapped within called ATAC-seq peaks to total mapped reads, using featureCounts. A single biological sample was performed for ATAC-seq library construction and sequencing for each experimental group.

## Figures and Tables

**Figure 1:**
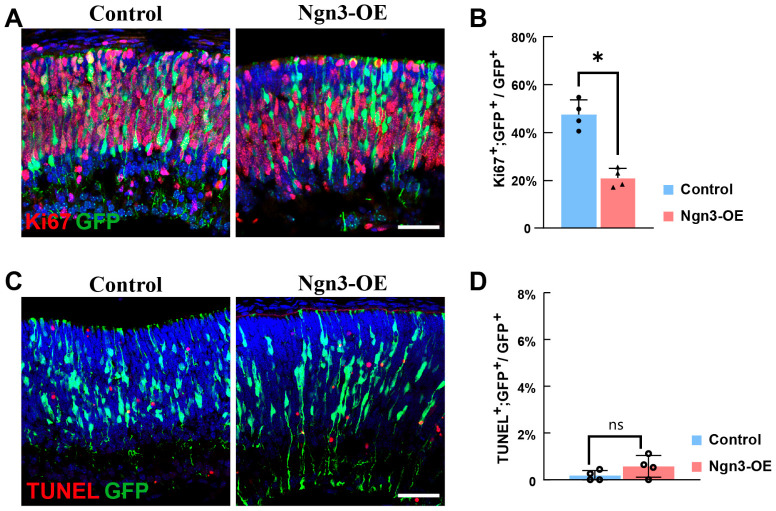
*Ngn3* drives RPCs to exit the cell cycle. (**A**) Confocal immunofluorescent staining images of Ki67 and GFP in retinal cryosections from Control and *Ngn3*-OE groups at DAE 2, GFP labels electroporated late RPCs (**B**) Quantification of the percentage of Ki67^+^; GFP^+^ cells among total GFP^+^ electroporated RPCs in Control and *Ngn3*-OE groups. (**C**) Confocal immunofluorescent staining images of TUNEL assay of retinal cryosections from Control and *Ngn3*-OE groups at DAE 2, GFP labels electroporated late RPCs. (**D**) Quantification of the percentage of TUNEL^+^; GFP^+^ cells among total GFP^+^ electroporated RPCs in Control and *Ngn3*-OE groups. Data are presented as mean ± standard deviation (SD). Statistical significance was determined by an unpaired two-tailed *t*-test. ns, not significant; * *p* < 0.05. n ≥ 3 independent experiments. Scale bar: 50 μm.

**Figure 2:**
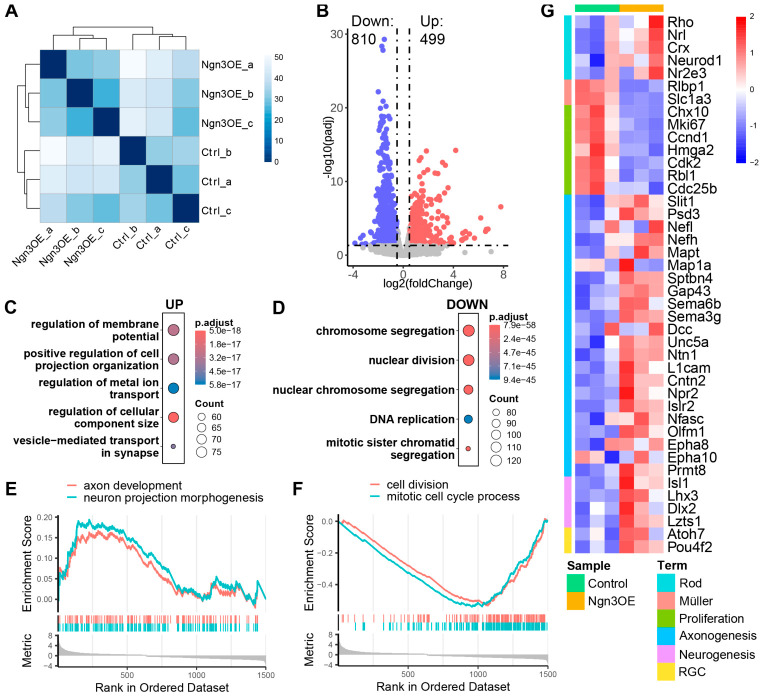
Transcriptomic profiling of *Ngn3*-OE RPCs via RNA-seq. (**A**) Heatmap showing sample correlation scores derived from RNA-seq data of control and *Ngn3*-OE late RPCs at DAE 2. (**B**) Volcano plot showing differentially expressed genes (DEGs) between *Ngn3*-OE and control late RPCs. Red dots represent upregulated genes, and blue dots represent downregulated genes. DEGs are defined as genes with log_2_(fold change) ≥ 0.5 or ≤−0.5 and adjusted *p*-value ≤ 0.05. (**C**,**D**) Bubble plots showing the top five significantly enriched Gene Ontology (GO) terms for upregulated (**C**) and downregulated (**D**) DEGs in *Ngn3*-OE late RPCs compared to control late RPCs. (**E**,**F**) Gene Set Enrichment Analysis (GSEA) plots showing pathways enriched among upregulated (**E**) and downregulated (**F**) DEGs. (**E**) neuron projection development (NES = 0.939, Padj = 0.950) and axon development (NES = 0.921, Padj = 0.963). (**F**) cell division (NES = −3.058, Padj = 0.085) and mitotic cell cycle process (NES = −3.208, Padj = 0.085). (**G**) Heatmap showing the expression levels of representative genes in control and *Ngn3*-OE samples.

**Figure 3:**
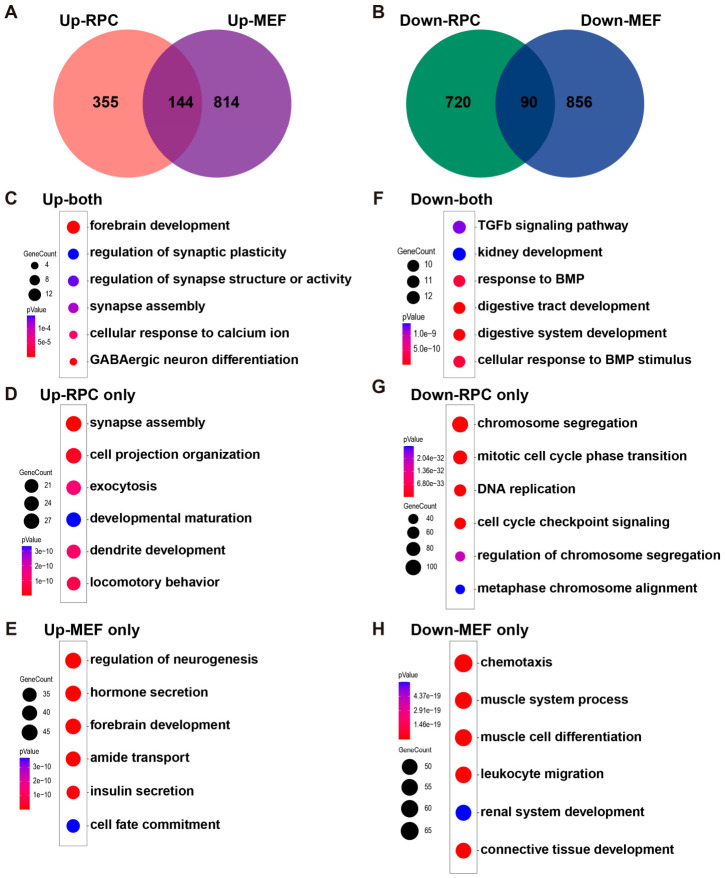
Comparative transcriptome analyses reveal cell-type-specific and conserved gene programs induced by *Ngn3* in late RPCs and MEFs. (**A**,**B**) Venn diagrams showing the overlap of upregulated (**A**) and downregulated (**B**) DEGs between *Ngn3*-OE late RPCs (DAE 2) and *Ngn3*-OE MEFs. (**C**–**H**) Bubble plots showing the top six significantly enriched GO terms for DEGs that are commonly regulated or cell-type-specifically regulated in late RPCs or MEFs: (**C**) GO terms for commonly upregulated genes between late RPCs and MEFs. (**D**) GO terms for late RPC-specifically upregulated genes. (**E**) GO terms for MEF-specifically upregulated genes. (**F**) GO terms for commonly downregulated genes between late RPCs and MEFs. (**G**) GO terms for late RPC-specifically downregulated genes. (**H**) GO terms for MEF-specifically downregulated genes.

**Figure 4:**
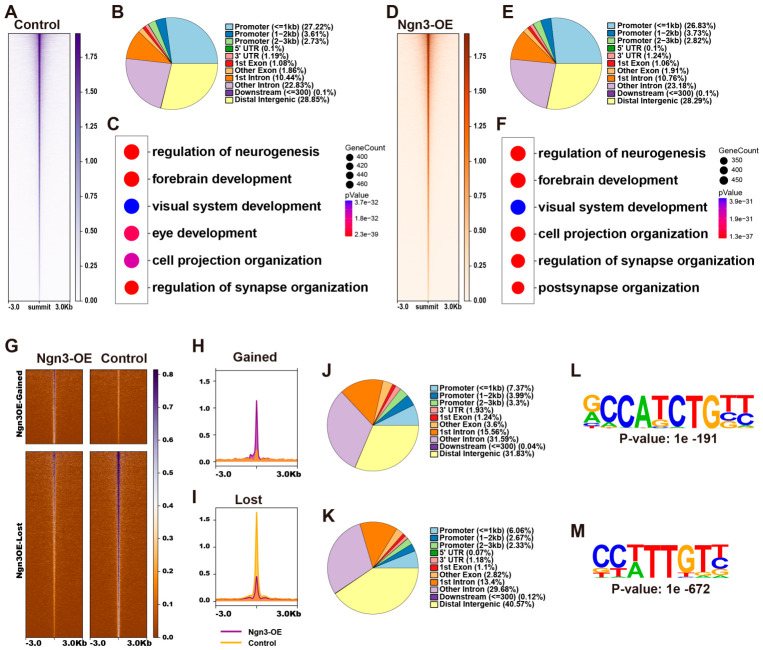
*Ngn3* reshapes the chromatin accessibility landscape of late RPCs. (**A**,**D**) Heatmaps showing accessible genomic regions in control (**A**) and *Ngn3*-OE (**D**) late RPCs. Regions are ordered by signal intensity. (**B**,**E**) Pie charts showing the genomic distribution of accessible chromatin peaks in control (**B**) and *Ngn3*-OE (**E**) late RPCs. (**C**,**F**) Bubble plots showing the top six significantly enriched GO terms for genes associated with open chromatin regions in control (**C**) and *Ngn3*-OE (**F**) late RPCs. (**G**) Heatmaps showing ATAC-seq reads density of DARs induced by *Ngn3*-OE in *Ngn3*-OE and control late RPCs. Regions are ordered by signal intensity. (**H**,**I**) Aggregate profile plots of ATAC-seq signal intensity at gained (**H**) and lost (**I**) DARs in Control vs. *Ngn3*-OE late RPCs. Purple represents the *Ngn3*-OE group, while yellow represents the Control group. (**J**,**K**) Pie charts showing the genomic distribution of gained (**J**) and lost (**K**) accessible chromatin peaks. (**L**,**M**) The most significantly enriched TF binding motif in gained (**L**) and lost (**M**) DARs.

**Figure 5:**
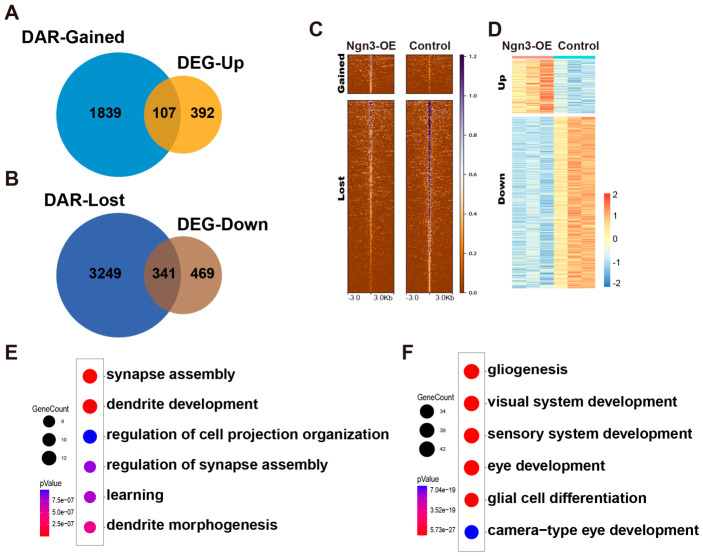
Link between *Ngn3*-induced epigenetic remodeling and transcription changes in late RPCs. (**A**) Venn diagrams showing the overlap between upregulated DEGs and genes associated with gained DARs. (**B**) Venn diagrams showing the overlap between downregulated DEGs and genes associated with lost DARs. (**C**) Heatmaps showing ATAC-seq reads density of DARs associated with the 107 common genes in panel (**A**) (upper, gained) and 341 common genes in panel (**B**) (lower, lost). (**D**) Heatmap showing the RNA-seq expression levels of the same gene set as in panel (**C**,**E**,**F**). Bubble plots showing significantly enriched GO term for the 107 common genes in panel (**A**,**E**) and the 341 common genes in panel (**B**,**F**).

## Data Availability

The original data presented in the study are openly available in GEO under at https://www.ncbi.nlm.nih.gov/geo/ (accessed on 30 March 2026) (accession number GSE326387 and GSE326388).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27093845/s1.

How the deposited data were processed for this re-analysis (not part of the article)

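RNA-seq was measured in GFP+ late RPCs sorted at DAE 2 from retinas electroporated at P1, in 3 control and 3 *Ngn3*-OE libraries of 100000 cells each. The condition and replicate of each library were taken from the sample labels, whose names are also those of the columns of the deposited table. The authors trimmed the reads with Trimmomatic, aligned them to mm10 with HISAT2 and counted them per gene with Subread, and they deposited the raw counts of 43432 genes without normalization or filtering. The annotation release, the use of strand and the handling of reads that overlap several genes are not named in the paper's text. Gene symbols were taken from GENCODE M21 (GRCm38) through the Ensembl identifiers; 42548 identifiers were in that release, 42462 had a symbol, and 33583 had the same start and end. Coordinates are those of the deposited table. ATAC-seq data, the libraries of MEFs and the immunostaining were not analysed here.

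The libraries held between 25899249 and 29596607 counts (median 27841743 in control and 27831345 in *Ngn3*-OE). Counting error equals the common biological coefficient of variation of 23.6% at a mean of 17.9 counts, and 91.4% of the tested genes had more, so for most of them the spread between replicates exceeds counting error. Genes near the filter, such as *Pou4f2* with 4 to 51 counts, are limited by counting error as well.

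The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 17568 genes. The main test was edgeR's quasi-likelihood test with TMM normalization, group as the only term and Benjamini-Hochberg adjustment; the standard error is the absolute log2 fold change divided by the square root of F. A DEG had an adjusted p of 0.05 or less and a log2 fold change of at least 0.5 in size, as in the paper. CPM values are TMM-normalized, and log2 CPM values have a prior count of 2. Sets of at least 5 tested genes were compared with limma's camera function, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 19 sets; one-sided Fisher's exact tests on the DEGs were adjusted over both directions of all sets. The sets were written before the data were examined, as marker lists, published cell cycle lists and families of symbols that share a prefix. Families were then restricted to protein-coding genes and to true members, before any set result was seen. For each set, the mean log2 CPM per library was also compared between groups with an exact two-sided permutation test, whose smallest p with 3 libraries per group is 0.1.

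On simulated counts drawn from the means, dispersions and library sizes of these data for 17568 genes, 200 of them changed by a log2 fold change of 1 in size, edgeR's test called 128 changed genes, all with the right sign, and 7 unchanged genes. DESeq2 called 147 changed and 33 unchanged genes, and limma voom 127 and 7. The simulated genes were drawn independently of each other and with edgeR's own dispersion estimates, whereas genes of some sets in these data were strongly correlated. These counts therefore do not rank the tests on the real data.

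The genes named in the text are those the paper names or shows in Figure 2G, the *Neurog* genes, members of a set where the text is about that set, the 5 genes with the smallest adjusted p in each direction among DEGs whose groups do not overlap (ties broken by the unadjusted p), and the genes with the most counts in a library.

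The alternatives set before the data were examined were DESeq2 (size factors and Wald test), edgeR with RLE or upper-quartile scaling, no filter on low counts, at least 10 counts in each library, limma voom, the replicate number as a block, *Neurog3* removed before normalization, each library left out in turn, no fold change threshold and edgeR's glmTreat. For sets, an estimated inter-gene correlation and camera on voom values were added to that list, and for distances a variance stabilizing transformation, the 500 most variable genes and 1 minus the Spearman correlation. After the data were seen, DESeq2 with at least 5 counts summed over the 6 libraries (selected among 12 DESeq2 settings, with minimums of 1, 2, 5, 6, 10, 20 and 50 or other result options, by comparing the adjusted p with those listed in Supplementary Material S1), a loess correction of each library for GC content and gene length, and distances without each library were added. The replicate numbers come from the sample labels; nothing in the paper's text says that equal numbers mark the same litter or day.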

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

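The tests in this part were chosen after the results were seen. A signal in genes or sets that the paper does not discuss in late RPCs was looked for among the sets fixed before the data were examined and among the genes with the smallest adjusted p. With 3 libraries per group, no group is large enough to test for a single outlying library.

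The cone photoreceptor genes had a median log2 fold change of 0.34, and all 13 tested genes had a positive log2 fold change (adjusted p = 0.00731 from camera). None was past the DEG thresholds, and 2 were higher at an unadjusted p of 0.05 or less. After each library was corrected for GC content and gene length, the median was 0.40, so the rise is not explained by that bias. In 2 of the 4 splits of the libraries into 3 and 3 that part all same-numbered pairs, the real one included, the test gave as small a p. The means per library overlapped between the groups (exact permutation test, p = 0.2), and with *Ngn3*-OE replicate 3 left out the adjusted p from camera was 0.265 (from 8.35e-06 to 0.593 over all alternatives). The rise cannot be told apart from differences between libraries.

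The pancreatic endocrine genes, chosen because *Ngn3* drives endocrine differentiation in the pancreas, had a median log2 fold change of 0.85 over the 7 genes of 22 that had enough counts to test (adjusted p = 5.18e-04 from camera; higher in 5 of 7 genes). *Chga* (0.93), *Chgb* (0.92) and *Insm1* (0.85) were upregulated, and all 3 are also expressed in neurons or neuronal precursors. The hormone genes *Ins1*, *Ins2* and *Gcg* had 0 counts in each library. After the correction for GC content and gene length, the median was 0.59. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as small a p, but so few splits cannot exclude chance. With at least 10 counts in every library, 6 genes remained and the median was 0.47. The rise rests mainly on these 3 genes and could reflect neuronal differentiation rather than an endocrine program; no test here separates these.

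*Serping1* (log2 fold change 1.28), *Rbfox3* (3.28), *Irf8* (1.42) and *Nhlh1* (2.88) were among the 5 upregulated genes with the smallest adjusted p, and the paper's main text names none of them, although Supplementary Material S1 lists each as upregulated. After the correction for GC content and gene length their log2 fold changes were 1.23, 3.06, 1.40 and 2.78. *Irf8* is a gene of microglia, so microglia in the sorted cells were tested as a source. *Irf8* rose by 65.6 CPM, while *Cx3cr1*, *Aif1*, *Csf1r*, *Tyrobp* and the *C1q* genes together rose by 9.52 CPM. The median log2 fold change of these 7 genes was 0.79, so microglia may have been more frequent in the *Ngn3*-OE libraries, but the rise of *Irf8* exceeds that of all 7 genes combined, and microglia are an unlikely source of most of it. The *Irf8* counts of the 3 controls were also nearly equal (1128, 1099 and 1087). Of the other genes, *Rbfox3* overlaps another gene on the opposite strand with 9.67 counts on average, too few to account for the change. A hypothesis that remains for these genes is a response to *Ngn3*-OE.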

How the results depend on the processing

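The number of upregulated DEGs was 304 and that of downregulated DEGs 598. Both were within 1.5 times these counts with RLE and upper-quartile scaling, at least 10 counts in every library, *Neurog3* removed before normalization, limma voom and no fold change threshold. Upregulated DEGs numbered 543 without the filter on low counts, 533 with DESeq2 and, in settings chosen after seeing the data, 514 with DESeq2 on genes with at least 5 summed counts and 513 of these with a symbol. With glmTreat, the counts were 55 and 210. The cause was not tested. DESeq2 called 303 of the 304 and 595 of the 598 genes. Leaving out one library each gave from 68 to 457 upregulated and from 247 to 783 downregulated DEGs; the highest counts were without control replicate 3. The overlap with Supplementary Material S1 was 870 genes and from 305 to 989 across those 6 fits.

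The deviations of same-numbered libraries from their group means had a mean correlation of 0.068 (from 0.040 to 0.095), against −0.034 (from −0.063 to −0.017) for different numbers, a small difference in each pair, and whether equal numbers share a litter or a day is not known. With the replicate number as a paired block, 438 genes were upregulated and 744 downregulated, and *Neurog3* had a log2 fold change of 6.24. In that replicate block, 299 of the 304 and 591 of the 598 genes were called; with the correction for GC content and length as well, 348 and 737 genes were called.

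For the sets, no alternative that kept the libraries and the fixed inter-gene correlation changed a call or the sign of a median; camera's direction changed for the horizontal cell genes, which passed in no setting, with at least 10 counts in every library. With the correlation estimated, no set passed (2 did at an unadjusted p of 0.05 or less): the medians are as before for S phase (−0.94), G2/M (−1.41), rod (0.41), RGC (0.78), Müller glial (−0.70), cone (0.34), pancreatic endocrine (0.85), ion channel (0.30), synaptic vesicle (0.22), DNA replication (−0.61), chromosome segregation (−1.39), Sox (−0.29) and Notch (−0.057) genes, with adjusted p between 0.133 and 0.593. The estimated correlations were as high as 0.841 and were above the fixed value of 0.01 except for the Sox (−0.00067) and horizontal cell genes (−0.079). A higher correlation thus does not explain why the Sox genes lost their call. Their unadjusted p from camera was 1.08e-04 with the fixed and 0.0140 with the estimated correlation. For the other sets, too, the correlation may not be the only cause of the higher p. With one library left out, the rod median ran from 0.16 to 0.67 and the cone median from 0.14 to 0.48, and both lost their call without *Ngn3*-OE replicate 3, as did the cone genes without control replicate 2. The ion channel median ran from 0.19 to 0.38 and the synaptic vesicle median from 0.13 to 0.26. Both were lowest without control replicate 2 and highest without control replicate 3, and both sets kept their call in each of these fits. Medians near 0 changed sign: amacrine (−0.22 to 0.071), horizontal (−0.093 to 0.046), axon guidance (−0.067 to 0.037) and TGF-β (−0.10 to 0.088).

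The ratio of distances between and within groups was 1.15. It was 1.27 with the variance stabilizing transformation, 1.56 with 1 minus the Spearman correlation and 1.26 with at least 10 counts in every library, and from 1.07 to 1.27 with one library left out, which was chosen after seeing the data. The cause was not tested.

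For single genes with all libraries kept, 438 results kept their direction and their side of the thresholds, 13 moved past the thresholds and 4 fell short of them. Log2 fold changes near 0 reversed with one library left out for *Nefl* (from −0.032 to 0.26), *Map1a* (from −0.20 to 0.32), *Dcc* (from −0.042 to 0.33) and *Epha10* (from −0.012 to 0.18). Depth limits *Pou4f2*, which had 4 to 51 counts per library.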

Differences from the paper's values

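The paper reports 499 upregulated DEGs, against 304 with edgeR's quasi-likelihood test. Among the alternatives set before the data were examined, DESeq2 (533), no filter on low counts (543), the replicate block (438) and leaving out control replicate 3 (457) came within 1.5 times the paper's count, and RLE scaling (301), upper-quartile scaling (305), at least 10 counts in every library (315), *Neurog3* removed before normalization (303), limma voom (266), no fold change threshold (330), glmTreat (55) and the other 5 fits that left out a library (68 to 293) did not. DESeq2 is the method the paper's methods name. With DESeq2 on genes with at least 5 counts summed over the 6 libraries, a setting chosen after seeing the values, 514 genes were upregulated and 834 downregulated, and all 1294 genes of Supplementary Material S1 that could be matched by symbol were called, each with an adjusted p within 1% of the listed one. That minimum was found by a search against the listed adjusted p: 7 minimums of the summed count and, without a minimum, 5 sets of DESeq2's result options were tried, 12 settings in all, and the setting with the closest adjusted p was kept. The other 11 settings gave from 488 to 533 upregulated and from 789 to 843 downregulated genes, all within 1.5 times the paper's counts, with at most 103 adjusted p within 1% of the listed ones. In these settings *Sema6b* and *Atoh7* were called throughout, and *Cdc25b* or *Nrl* in some. The paper's 810 downregulated DEGs, against 598, are within 1.5 times. The log2 fold changes of the 38 named genes listed in Supplementary Material S1 differed from the paper's by 0.0103 at most.

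The paper states that *Nrl*, *Crx*, *Nr2e3*, *Atoh7* and *Pou4f2* were upregulated. None was past the thresholds with edgeR's quasi-likelihood test (log2 fold changes 0.51, 0.30, 0.47, 0.93 and 2.11), and of these only *Atoh7* is among the genes of Supplementary Material S1 used here. *Nrl* and *Atoh7* were called with DESeq2, without the filter on low counts and with the replicate block, *Nrl* also without control replicate 3 and *Atoh7* also without *Ngn3*-OE replicate 3. In settings chosen after seeing the values, *Atoh7* was also called with that block and the correction for GC content and length together, and with DESeq2 on genes with at least 5 summed counts. *Crx*, *Nr2e3* and *Pou4f2* were called under none of the alternatives run. Of the 42 genes of Figure 2G, 22 were called and 20 were not, and 17 of the latter are absent from the lists of Supplementary Material S1 used here. Of the others that were not called, *Cdc25b* was called without the filter, with the replicate block and without control replicate 3, and, in settings chosen after seeing the values, with DESeq2 on genes with at least 5 summed counts and with the correction for GC content and length, with or without the block. *Sema6b* was called without the filter, with at least 10 counts in every library, with DESeq2, without *Ngn3*-OE replicate 3 and with DESeq2 on genes with at least 5 summed counts, chosen after seeing the values. *Dlx2* was called without the filter, *Slit1* without control replicate 3 and *Olfm1* without *Ngn3*-OE replicate 3 or with no fold change threshold. *Neurod1*, *Nefl*, *Nefh*, *Mapt*, *Map1a*, *Dcc*, *Nfasc*, *Epha8* and *Epha10* were called under none of them.

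The paper states that replicates clustered within their group. Over the log2 CPM of all tested genes, control replicate 3 was nearer to the *Ngn3*-OE libraries (87.2 on average) than to the other controls (97.8), and it fell with them in 2 clusters; the same held with the 500 most variable genes and with *Neurog3* removed. The 2 clusters were the 2 groups with the variance stabilizing transformation, with 1 minus the Spearman correlation and with at least 10 counts in every library, although control replicate 3 was slightly nearer to the *Ngn3*-OE libraries on average in these too.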

Other observations

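The tests in this part were chosen after the results were seen.

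The number of DEGs was compared with that of other splits of the 6 libraries into 3 and 3. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many upregulated and 1 as many downregulated genes; the other 3 gave 0 DEGs, with 167 to 383 genes at an unadjusted p of 0.05 or less and the same fold change threshold, against 1997 in the real split. The 6 splits that part a single pair also gave 0 (198 to 775 at an unadjusted p). These splits are too few to reach a share under 0.05. Among these 4 splits, the real split alone gave the smallest camera p for the S phase, G2/M, RGC, Müller glial, pancreatic endocrine, ion channel, synaptic vesicle, DNA replication, chromosome segregation, TGF-β, Sox and Notch genes (1 of 4). For the rod, bipolar and cone genes 2 of the 4 splits did as well, for the amacrine, horizontal and axon guidance genes 3, and for the blood, vessel and microglia genes 4. Of the 6 splits that part a single pair, 5 gave as small a p for the rod, bipolar and horizontal genes, 4 for the TGF-β genes, 3 for the cone, amacrine and axon guidance genes, 2 for the blood, vessel and microglia genes and 1 for the synaptic vesicle genes (7.93e-05, against 1.48e-04 in the real split). Of the 902 DEGs, 761 were also called after the correction for GC content and length, so most calls do not rest on that bias.

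Control replicate 3 lay between the other controls and *Ngn3*-OE. For genes called with this library left out, the median position on the way from the other controls to *Ngn3*-OE in CPM was 36.1% for upregulated and 57.3% for downregulated genes, but 1.34% for *Neurog3*. The same measure was −7.14% and −10.5% for control replicate 1 and −1.37% and −42.5% for control replicate 2. *Ngn3*-OE cells mixed into the library would move *Neurog3* as far as the other genes, so a mixture is an unlikely cause. A swapped label is also unlikely, since *Neurog3* was 18.8-fold lower than in the *Ngn3*-OE library with the least. Control replicate 3 is the smallest library, but after all libraries were thinned to 25899249 counts it was still nearer to *Ngn3*-OE (mean distance to *Ngn3*-OE minus that to the controls −9.61, against −10.6 before). The G2/M set had moved 62.9% of the way, the ion channel set 76.6%, the synaptic vesicle set 77.4% and the rod set 104%, but the Müller glial set 32.4% and the RGC set 15.2%. A candidate explanation is that this control held fewer cycling and more photoreceptor-like cells, as a more mature or differently sampled retina would. By the same reading, a fall in cell cycle genes and a rise in rod, ion channel and synaptic vesicle genes could partly follow from how far a retina has matured. The means of the cell cycle, RGC and Müller glial sets in each *Ngn3*-OE library nevertheless lay outside the range of the 3 controls. So did those of the ion channel set (0.23 to 0.32, against at most 0.19 in a control) and the synaptic vesicle set (0.25 to 0.28, against at most 0.18). In the rod set, *Ngn3*-OE replicate 3 (0.78) lay above the highest control (0.37), while replicates 1 and 2 lay within the range of the controls. All libraries were collected at the same nominal age (P1 electroporation, DAE 2), so a difference in age is not recorded, and this remains a hypothesis.

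*Neurog3* was unequal among the controls, with 152 counts in replicate 1 and 19.8-fold and 24.5-fold higher CPM in replicates 2 and 3. In control replicate 2, *Neurog3* stood at 1.78% of the way from control replicate 1 to *Ngn3*-OE. If *Ngn3*-OE RNA or reads had been carried over, the 43 other genes upregulated by a log2 fold change of at least 2 would have moved as far; their median position was 0%. In control replicate 3 the positions were 2.22% for *Neurog3* and 8.37% for these genes. A shift this small is within the noise of single genes, so carry-over cannot be told apart from expression of *Neurog3* in these cells or from plasmid sequence.

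Among the *Ngn3*-OE libraries, 59.1% of the 303 other upregulated genes had the order of *Neurog3* (replicate 1 highest, then 2, then 3), against 16.7% for any given order by chance and 19.4% of all tested genes; 1.98% had the opposite order. Of the downregulated genes, 13.9% were lowest in replicate 1 and highest in replicate 3, as a response to the amount of *Neurog3* would give, and 25.3% had the opposite order. The G2/M set (−1.07, −1.13 and −1.39) and the Müller glial set (−0.82, −0.83 and −0.92) were lowest in replicate 3, which had the least *Neurog3*. The RGC set followed the order of *Neurog3* (1.10, 0.68 and 0.51), and the rod set the opposite one (−0.082, 0.36 and 0.78), although the rod set also ranged from −0.23 to 0.37 among the controls. A hypothesis limited to upregulated genes is that more *Ngn3* gives a larger rise, as in the RGC set. Whether that rise reflects RGC fate or neuronal differentiation in general was not tested. The downregulated genes did not follow the amount of *Neurog3*. With 3 libraries, any other property with the same order could give this pattern, and genes are not independent replicates.

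The paper does not discuss the Notch pathway genes. *Hes1* (log2 fold change −1.71), *Heyl* (−1.44), *Notch3* (−1.44), *Hey2* (−1.41), *Notch2* (−1.35), *Lfng* (−1.19) and *Nrarp* (−1.01) were downregulated, and *Dll3* (0.88) and *Mfng* (0.74) upregulated, while *Notch1* (−0.37), *Dll1* (−0.28) and *Rbpj* (−0.057) were not past the thresholds. The median of the 23 genes was −0.057 before and −0.16 after the correction for GC content and length. The share of downregulated genes was nevertheless higher than among the other tested genes (one-sided Fisher's exact test, adjusted p = 3.70e-05). The adjusted p from camera was 5.21e-05, and 0.165 with the inter-gene correlation estimated. The mean of the set lay between −0.45 and −0.29 on the log2 scale in the *Ngn3*-OE libraries. In the controls it lay between −0.090 and 0.084 (exact permutation test, p = 0.1). Lower Notch signaling and a smaller share of progenitors could each give these values, and no test here separates them.

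In the Sox family, whose binding motifs the paper finds in regions of lost accessibility, 5 of 17 tested genes were downregulated and none upregulated (6 and 1 at an unadjusted p of 0.05 or less). These were *Sox8* (−1.67), *Sox2* (−1.25), *Sox3* (−1.07), *Sox13* (−1.01) and *Sox9* (−0.64). *Sox11* (−0.22) and *Sox4* (0.16) were not past the thresholds.

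*Kdr* was among the downregulated genes with the smallest adjusted p (log2 fold change −1.71). Fewer vessel cells in the sorted cells are an unlikely cause: *Pecam1*, *Cdh5* and *Cldn5* had a median log2 fold change of 0.0033, and their summed CPM rose by 0.548.

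From the paper's counts of Ki67+ among GFP+ cells (Figure 1), the log2 ratio of *Ngn3*-OE to control is −1.25. *Mki67* fell by 1.79 on the log2 scale (standard error 0.26), and the median of the G2/M genes was −1.41 and that of the S phase genes −0.94. Fewer cycling cells could account for much of the fall in these genes. Whether expression per cycling cell also fell cannot be told, since the stained retinas are other samples and the controls themselves ranged from −0.64 to 0.52 in the G2/M set.

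Of 16 tested collagen, pericyte and lens genes, 13 were counted as having their lowest CPM in control replicate 2 (*Col1a1* 11.8 CPM there, against 90.7 to 225 CPM in the other libraries). Such agreement across genes of several tissues suggests that the other 5 libraries held more cells or RNA from other eye tissues. The count of 13 treats ties at 0 CPM unevenly. *Crybb2*, tied between control replicate 2 and *Ngn3*-OE replicate 1, is included, while *Cryba4*, tied between control replicates 1 and 2, is not. None of the 16 genes was called a DEG (2 passed at an unadjusted p of 0.05 or less). Whether cells or RNA from other eye tissues bear on the calls in other genes was not tested.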
